A study of Homo sapiens with 48 samples. Its data were reported in "Interferon regulatory factor 4 mediates nonenzymatic IRE1 dependency in multiple myeloma cells" (2025).

How the data were processed

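RNA was taken from AMO1 cells, a human multiple myeloma line, that carried shRNAs switched on by 0.2 µg/ml doxycycline. The groups came from the sample labels, which give the clone, the hours of doxycycline and the replicate. Titles write the time as days but the treatment label gives hours, and hours were used. There were 4 clones, 4 times and 3 replicates, in 16 groups and 48 libraries. Libraries were made with a stranded mRNA kit and read as single ends of 50 bases.

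The authors deposited a table of counts per gene. How these reads were aligned and counted is described elsewhere by the authors. For a related experiment of the same study they aligned reads to GRCh38 and took as the count of a gene the reads that fell unambiguously on its exons, and whether the same steps made these counts is not stated. How strand was used in counting is not stated either. They also deposited a table of log2 CPM values with TMM scaling. The plan took this table for unlogged values and named log2(value + 1). Its values equal edgeR log2 CPM with a prior count of 2 to within 5e-14, so they were used as deposited. Every main result was computed from the count table of 58302 genes, and the log2 table of 18401 genes served as an alternative. Coordinates and overlaps come from GENCODE 44 on GRCh38, the assembly named for the related experiment, with a later annotation. Beside the panel, the named genes LINC00954, LTF, PPFIA4, TSPAN6, IGHA2 and OSR2 overlap no other annotated gene, and for the others the share of reads from overlapping genes is uncertain.

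Total counts ran from 19177855 to 40767202 per library, so that 1 count was at most 0.0521 CPM. TMM factors ran from 0.924 to 1.09. Genes with few counts are measured less precisely, and shXBP1 clone 18 held the library with the lowest total.

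The tests, the gene lists, the rule for naming genes and the alternatives were chosen before the data were examined, except where stated. Counts were scaled by TMM and fitted with edgeR 4.0.16 (quasi-likelihood F test) in R 4.3.3. Genes were kept by filterByExpr (minimum count 10, minimum total count 15). The 12 libraries of a clone were fitted together, and 24, 48 and 72 h were each compared with 0 h. P-values were adjusted by Benjamini and Hochberg over all genes tested, with a threshold of 0.05. Standard errors are those of log2 fold changes, and CPM values are given as mean ± SD. A model of all 48 libraries with a mean for each group (18445 genes) tested whether responses differed between shIRE1 and shXBP1, each as the mean of 2 clones, and between the clones of one shRNA. The comparison of clones at 0 h used the same model and was added after the data were seen.

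Named genes were a panel of 28 genes fixed from the text of the study. To these were added, for each shRNA at 72 h, the 5 largest mean rises and the 5 largest mean falls over its 2 clones. These were taken among genes with an adjusted p under 0.05 in both clones, the same direction, a mean log2 CPM above 1 over all libraries, and every 72 h library beyond every 0 h library of its clone. For the difference between shIRE1 and shXBP1 at 24 h, the 5 largest in each direction with an adjusted p under 0.05 and a mean log2 CPM above 1 were named.

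There were 7 gene lists: S phase (43 genes), G2/M (54), XBP1s targets (49), RIDD targets (12), ATF4 and the integrated stress response (34), interferon-stimulated genes (32), and 131 co-dependency genes that came from outside screens. The names of the co-dependency genes lower in both shIRE1 clones are not all reported here. They were tested with camera in limma 3.58.1 on log2 CPM, with a preset correlation between genes of 0.01 and adjustment over 84 tests. List medians are medians of log2 differences in mean log2 CPM.

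Alternatives were RLE factors, no filter, all 48 or only the 6 compared libraries in the fit, DESeq2 1.42.0, the deposited log2 table with limma, a replicate block, single clone pairs for the difference, an estimated correlation in camera, fry, and leaving out each library of a comparison in turn. Alternatives for the differences between clones and for the co-dependency counts, and the fits of shXBP1 clone 18 at 24 and 48 h without the library labelled 72 h replicate 3, were chosen after the data were seen.

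The identity of that library was examined at 33 marker genes with a log2 difference of at least 3 between the shXBP1 clones in the 0, 24 and 48 h libraries. Replicates were compared by a mean chi-square per gene over genes with at least 50 counts. Words of 7 bases in the 3′ untranslated regions of 10531 genes of at least 1 CPM were each given a statistic that sets the log2 fold changes of genes with the word against those without, for 15678 words.

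The gene-level fits, camera and the word statistic were tested on simulated data, and fry was not. For the gene-level fits 200 genes were changed. The edgeR fit recovered 173 of them among 16823 genes, and 7.49% of its calls were false. DESeq2 recovered 166, limma on log2 values 176, and the interaction fit 158. For camera 1 of 7 lists was shifted, and that list alone was called. Genes were simulated independently of each other, so this does not test the preset correlation between genes. For the word statistic 1000 genes with a word were lowered, and the word ranked 1 of 15678.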

Results

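Messenger RNA was sequenced from AMO1 cells, an established human multiple myeloma line that came from a plasmacytoma. The cells carried short hairpin RNAs (shRNAs) that are switched on by doxycycline (Dox). In the shIRE1 clones the shRNAs were directed against ERN1, the gene of IRE1, a sensor of stress in the endoplasmic reticulum. In the shXBP1 clones they were directed against XBP1, whose mRNA is spliced by IRE1 so that it encodes the transcription factor XBP1s. There were 2 clones of each kind, namely shIRE1 clones 1 and 3 and shXBP1 clones 1 and 18. Each clone was sampled after 0, 24, 48 and 72 h of Dox in 3 replicates, which gave 16 groups and 48 libraries. Libraries with a non-targeting shRNA were not analysed here, so each clone was compared with its own 0 h libraries, and an effect of Dox or of shRNA expression as such is part of every change reported.

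The count table held 58302 genes. Total counts per library ranged from 19177855 to 40767202, with a median of 30776246.5. They lay between 24300880 and 35158921 in shIRE1 clone 1, between 23300589 and 40347288 in shIRE1 clone 3, between 27001186 and 40767202 in shXBP1 clone 1, and between 19177855 and 38327591 in shXBP1 clone 18. At the lowest total, 1 count corresponded to 0.0521 CPM (a library's count of a gene scaled by its total). The 20 most abundant genes took 7.83% to 11.97% of a library's counts, and mitochondrial genes took 2.81% to 4.65%. The labels name no sequencing or library batch.

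The targeted genes were examined first, in every library. ERN1 (ENSG00000178607) lies on chromosome 17 from 64039080 to 64130819, and XBP1 (ENSG00000100219) on chromosome 22 from 28794555 to 28800597 (GRCh38). In shIRE1 clone 1, ERN1 stood at 152 ± 2.38 CPM at 0 h, 127 ± 1.63 at 24 h, 96.4 ± 5.66 at 48 h and 102 ± 1.70 at 72 h (SD, n = 3). In shIRE1 clone 3 it stood at 438 ± 15.4 CPM at 0 h and at 145 ± 1.32, 121 ± 4.28 and 125 ± 2.92 at the later times (SD, n = 3). XBP1 went in shXBP1 clone 1 from 167 ± 7.65 CPM at 0 h to 45.3 ± 3.51, 35.95 ± 2.61 and 34.0 ± 0.758 (SD, n = 3). In shXBP1 clone 18 it went from 170 ± 6.68 CPM at 0 h to 62.6 ± 2.19, 44.5 ± 1.31 and 37.9 ± 5.37 (SD, n = 3). In all 4 clones each library taken after Dox had less of the targeted mRNA than each 0 h library of the same clone.

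At 0 h, the clones of one kind already differed in ERN1. In a fit of all 48 libraries, ERN1 was lower in shIRE1 clone 1 than in shIRE1 clone 3 by a log2 difference of -1.52 (edgeR adjusted p = 5.05e-26), and lower in shXBP1 clone 1 than in shXBP1 clone 18 by -1.14 (adjusted p = 1.20e-21). XBP1 at 0 h differed between the shIRE1 clones by -0.28 (adjusted p = 0.000700) and between the shXBP1 clones by -0.03 (adjusted p = 0.772). For IRF4 the differences were -0.13 between the shIRE1 clones (adjusted p = 0.0234) and -0.20 between the shXBP1 clones (adjusted p = 0.000403). At 0 h, 7481 of 18445 genes differed between the shIRE1 clones (1237 of them at least 2-fold) and 9462 between the shXBP1 clones (2412 at least 2-fold).

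**Figure D1:**
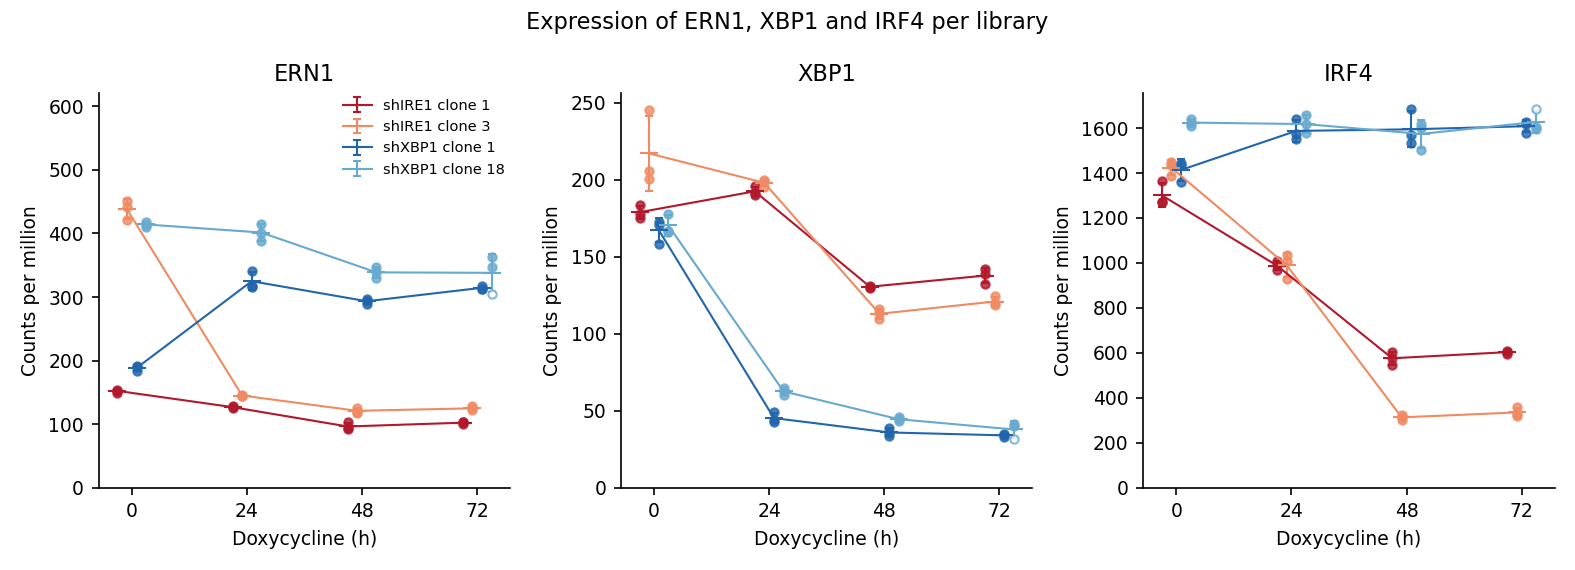
Scaled counts (CPM) of ERN1, XBP1 and IRF4 (vertical axes) against hours of doxycycline (horizontal axes) in the 4 clones; points are libraries, bars are the mean and SD of 3 replicates, and the open point is the library labelled shXBP1 clone 18, 72 h, replicate 3. ERN1 fell in both shIRE1 clones, XBP1 fell most in both shXBP1 clones, and IRF4 fell from 1301 to 603 CPM in shIRE1 clone 1 and from 1423 to 335 in shIRE1 clone 3 by 72 h.

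The library labelled shXBP1 clone 18, 72 h, replicate 3 resembled another clone. Its correlation across genes with the other libraries of its own group was 0.983, and with the shXBP1 clone 1 libraries at 72 h it was 0.994 (genes are not independent replicates). At 33 marker genes that part shXBP1 clone 1 from shXBP1 clone 18, with positions scaled so that 0 is clone 18 and 1 is clone 1, its median position was 0.965, and 33 of the 33 markers lay nearer to clone 1. Its ERN1 and XBP1 values were 305 and 31.7 CPM, against 355 ± 10.9 and 40.9 ± 1.14 CPM in the other libraries of its group (SD, n = 2). It was kept under its label, because the groups come from the labels alone, and many values of shXBP1 clone 18, though not all, are also given without it. The library labelled shIRE1 clone 3, 24 h, replicate 1 also lay slightly nearer to another clone. Its correlation was 0.992 with shIRE1 clone 1 at 24 h and 0.991 with its own group. Marker genes were not examined for the shIRE1 clones.

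**Figure D2:**
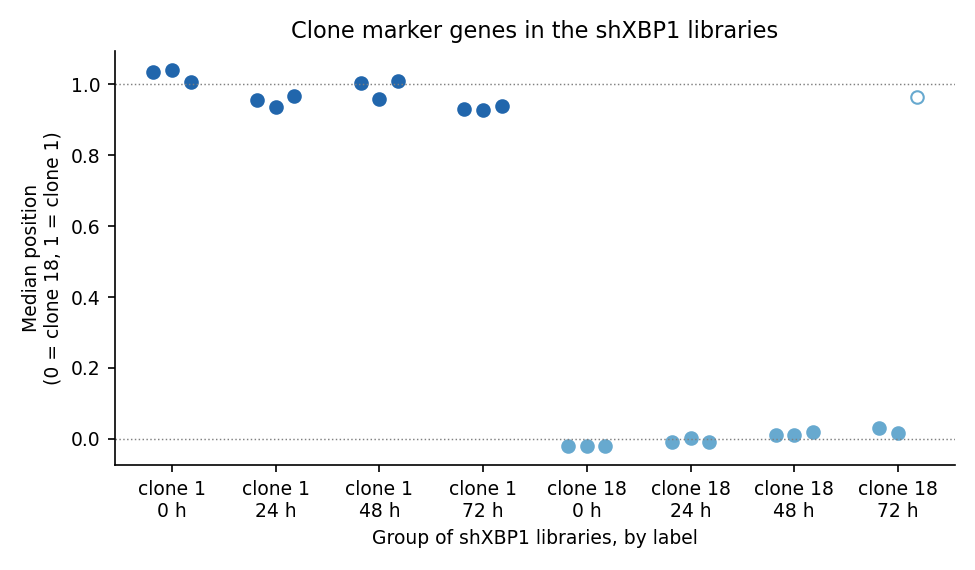
Median position of each shXBP1 library over 33 marker genes (vertical axis, 0 for clone 18 and 1 for clone 1) by its labelled group (horizontal axis); each point is a library. The open point, the library labelled shXBP1 clone 18, 72 h, replicate 3, lies at 0.965 among the clone 1 libraries.

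Each clone at each time was compared with its 0 h libraries, to ask how the mRNAs of the targets and of IRF4 responded. IRF4 (ENSG00000137265, chromosome 6, 391739 to 411443) encodes a transcription factor on which myeloma cells depend. In shIRE1 clone 1, the log2 fold change of ERN1 was -0.27, -0.66 and -0.58 at 24, 48 and 72 h, with standard errors of 0.0395 to 0.0402 and edgeR adjusted p-values from 9.97e-06 to 4.25e-11. In shIRE1 clone 3 it was -1.60, -1.86 and -1.82 (adjusted p from 9.83e-12 to 2.64e-13). ERN1 rose in shXBP1 clone 1 by 0.76, 0.62 and 0.72 (adjusted p from 3.47e-06 to 7.05e-07). In shXBP1 clone 18 it changed by -0.04, -0.29 and -0.29 (adjusted p = 0.817, 0.0146 and 0.0119), and without the library labelled replicate 3 at 72 h the 72 h value was -0.22 (adjusted p = 0.00972). The call at 48 h in this clone was lost without 0 h replicate 1 (-0.27), 0 h replicate 2 (-0.29), 0 h replicate 3 (-0.28) or 48 h replicate 2 (-0.27), and the call at 72 h without 0 h replicate 1 (-0.27), 2 (-0.28) or 3 (-0.28).

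The log2 fold change of XBP1 in shXBP1 clone 1 was -1.91, -2.24 and -2.32 at 24, 48 and 72 h (edgeR adjusted p from 3.91e-08 to 5.71e-09), and in shXBP1 clone 18 it was -1.44, -1.94 and -2.16 (adjusted p from 2.23e-06 to 2.05e-08), with -2.05 at 72 h without the library in question (adjusted p = 3.74e-11). XBP1 also fell after shIRE1 induction, but only from 48 h. Its change in shIRE1 clone 1 was 0.10, -0.45 and -0.38 (adjusted p = 0.0202, 2.62e-09 and 3.45e-08), and in shIRE1 clone 3 it was -0.14, -0.95 and -0.86 (adjusted p = 0.0814, 4.38e-09 and 1.50e-08). The small rise at 24 h in shIRE1 clone 1 lost its call without 0 h replicate 2 (0.09), 0 h replicate 3 (0.09) or 24 h replicate 2 (0.09), and the alternative that moved it most, DESeq2, gave 0.08 without a call. The fall at 24 h in shIRE1 clone 3 passed the threshold without 0 h replicate 2 (-0.19) or 0 h replicate 3 (-0.20).

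IRF4 stood at 1301 ± 53.3 CPM at 0 h in shIRE1 clone 1 and at 988 ± 19.3, 576 ± 30.0 and 603 ± 6.69 at 24, 48 and 72 h (SD, n = 3). In shIRE1 clone 3 it went from 1423 ± 33.9 CPM to 990 ± 54.6, 313 ± 10.1 and 335 ± 20.97 (SD, n = 3). The log2 fold changes were -0.40, -1.17 and -1.11 in clone 1 (edgeR adjusted p from 9.18e-08 to 1.90e-14) and -0.53, -2.19 and -2.10 in clone 3 (adjusted p from 1.17e-06 to 2.13e-13). IRF4 rose in shXBP1 clone 1 from 1414 ± 47.4 CPM to 1587 ± 47.2, 1594 ± 79.996 and 1608 ± 26.6 (SD, n = 3), a change of 0.14, 0.16 and 0.16 (adjusted p = 0.0355, 0.0208 and 0.0158). These small rises lost the call at 24 h without 0 h replicate 1 (0.13) or 24 h replicate 1 (0.14), and at 48 h without 48 h replicate 2 (0.12). In shXBP1 clone 18, IRF4 was at 1624 ± 14.1 CPM at 0 h and at 1618 ± 41.3, 1574 ± 61.5 and 1627 ± 49.0 afterwards (SD, n = 3), a change of -0.01, -0.05 and 0.01 (adjusted p = 0.980, 0.673 and 0.935), with -0.02 at 72 h without the library labelled replicate 3 (adjusted p = 0.860).

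The shIRE1 and shXBP1 responses were set against each other in one model, to separate what followed the loss of IRE1 from what the loss of XBP1 also brought. The difference in the log2 change of IRF4, shIRE1 minus shXBP1, was -0.54 at 24 h (edgeR adjusted p = 1.45e-12), -1.74 at 48 h (adjusted p = 1.78e-28) and -1.69 at 72 h (adjusted p = 4.70e-28). The 25 fits that each left out 1 library gave -0.56 to -0.52 at 24 h. For ERN1 the difference was -1.30, -1.43 and -1.41, and for XBP1 it was 1.65, 1.38 and 1.62. Over all 18445 genes, 7144 responded differently at 24 h (3515 higher and 3629 lower after shIRE1, 1100 with a difference of at least 2-fold), 10493 at 48 h (5330 and 5163, 2965 at least 2-fold) and 10207 at 72 h (5156 and 5051, 2804 at least 2-fold). The alternative that moved these counts most, shIRE1 clone 1 against shXBP1 clone 1 only, gave 4754 at 24 h. With it, the genes higher after shIRE1 were 2055 at 24 h and 3366 at 72 h. With 2 clones per shRNA, these tests speak of these 4 clones.

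Genes that changed were counted in each clone, at an edgeR adjusted p under 0.05. In shIRE1 clone 1, 10524 of 17154 genes changed at 24 h (5557 higher, 4967 lower), 11214 at 48 h (5819 higher, 5395 lower) and 10912 at 72 h (5576 higher, 5336 lower). At least 2-fold changes were seen in 2078, 2674 and 2558 of them. In shIRE1 clone 3, 7947 of 17204 genes changed at 24 h (3930 higher, 4017 lower), 10871 at 48 h (5429 higher, 5442 lower) and 10356 at 72 h (5112 higher, 5244 lower), of which 1318, 3261 and 3053 changed at least 2-fold. In shXBP1 clone 1 the numbers were 4430 of 16603 (2306 higher, 2124 lower), 5320 (2753 higher, 2567 lower) and 5584 (2788 higher, 2796 lower), with 461, 582 and 720 at least 2-fold. Leaving out 48 h replicate 2 of that clone lowered its 48 h count to 3347, and leaving out 72 h replicate 3 lowered its 72 h count to 3715.

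In shXBP1 clone 18, 268 of 16860 genes changed at 24 h (49 higher, 219 lower), 974 at 48 h (384 higher, 590 lower) and 1680 at 72 h (744 higher, 936 lower), with 22, 111 and 183 at least 2-fold. The counts without the library labelled shXBP1 clone 18, 72 h, replicate 3 were 821 (250 higher, 571 lower), 2223 (993 higher, 1230 lower) and 1300 (531 higher, 769 lower) of 17171 genes. The library enters the counts at 24 and 48 h through the spread that all 12 libraries of the clone share in the fit. At 24 h the other libraries left out in turn gave 106 at the lowest, without 0 h replicate 3. At 48 h the lowest was 296, without 48 h replicate 2. At 72 h the counts ran from 519 without 0 h replicate 1 to 2985 without 72 h replicate 1. The median log2 fold change of all genes tested lay between -0.01 and 0.04 in all 12 comparisons.

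**Figure D3:**
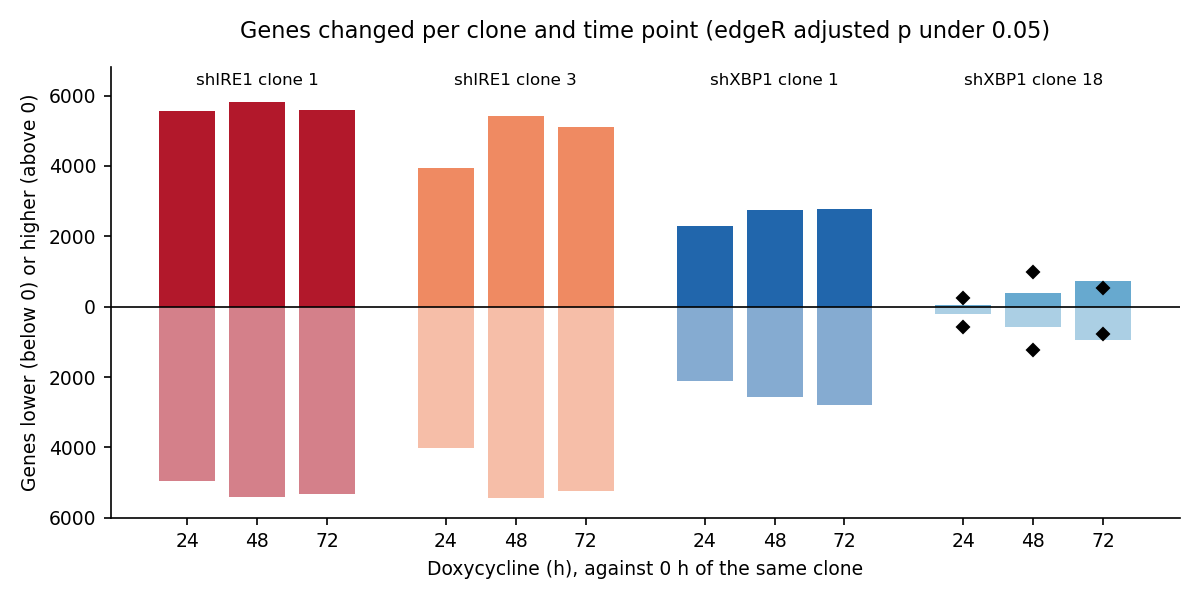
Number of genes higher (above 0) and lower (below 0) after doxycycline than at 0 h, at an edgeR adjusted p under 0.05 (vertical axis), by clone and hours (horizontal axis); diamonds give shXBP1 clone 18 without the library labelled 72 h replicate 3. The counts in the shIRE1 clones ran from 7947 to 11214, above the highest count in a shXBP1 clone, 5584.

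Both clones of an shRNA were compared to see which changes did not rest on 1 clone. In both shIRE1 clones, 5110 of 16795 genes changed the same way at 24 h (2451 higher, 2659 lower), 7308 at 48 h (3637 higher, 3671 lower) and 7049 at 72 h (3449 higher, 3600 lower). If the calls in the clones were independent, 2449, 3532 and 3275 were to be expected, and 816, 829 and 692 genes changed in opposite directions. Across genes, which are not independent replicates, the Pearson correlation of the clones' log2 fold changes was 0.562, 0.697 and 0.695, and Spearman's was 0.525, 0.668 and 0.668. Without a filter on low counts the Pearson values were 0.149, 0.304 and 0.287. In both shXBP1 clones, 11 of 16197 genes were higher and 120 lower at 24 h, and 325 changed the same way at 48 h and 589 at 72 h, against 34.9, 155 and 281 expected, and 27, 136 and 203 changed in opposite directions. The Pearson correlations were 0.0391, 0.0676 and 0.149. Leaving out 1 library moved them to between -0.028 (without 24 h replicate 1 of shXBP1 clone 18) and 0.080 (without its 24 h replicate 2) at 24 h, between 0.018 (without its 0 h replicate 1) and 0.136 (without its 48 h replicate 3) at 48 h, and between 0.069 (without its 72 h replicate 2) and 0.206 (without the library labelled 72 h replicate 3) at 72 h. At 72 h the value was 0.015 without a filter and 0.025 with DESeq2, and both gave values below 0 at 24 and 48 h. The shared counts without the library labelled shXBP1 clone 18, 72 h, replicate 3 were 279, 585 and 516 (107, 352 and 216 expected). Leaving out 0 h replicate 3 of shXBP1 clone 18 gave 68 at 24 h and 263 at 72 h, and leaving out its 48 h replicate 2 gave 146 at 48 h.

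In all 4 clones alike, 86 of 15888 genes changed the same way at 24 h, 159 at 48 h and 289 at 72 h (95 higher, 194 lower), where independent calls would give 2.69, 16.9 and 28.4. Calls in clones of the same shRNA were not independent, so the excess over these values does not measure what both shRNAs share. These counts without the library labelled shXBP1 clone 18, 72 h, replicate 3 were 159, 263 and 277. They fell to 50 at 24 h and 151 at 72 h without 0 h replicate 3 of shXBP1 clone 18, and to 93 at 48 h without its 48 h replicate 1.

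The clones of one shRNA also responded differently from each other. Between the shIRE1 clones the response differed in 5195 of 18445 genes at 24 h, 5689 at 48 h and 5077 at 72 h, and between the shXBP1 clones in 3163, 4446 and 4534. Without the library labelled shXBP1 clone 18, 72 h, replicate 3 the shXBP1 counts were 3681, 4992 and 3719.

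A panel of 28 genes had been fixed in advance from genes that the study names, most of them regulators of the cell cycle or of plasma cells. The study had itself drawn on RNA sequencing of these clones, so the panel is not independent of these libraries. Its counts are a description and not a separate test. In shIRE1 clone 1, 24, 25 and 25 of them changed at 24, 48 and 72 h, and 25, 25 and 25 when adjusted over the list alone. In shIRE1 clone 3 the counts were 23, 25 and 27, and 24, 25 and 27 when adjusted over the list alone. In shXBP1 clone 1 they were 15, 19 and 18 (17, 19 and 21 adjusted over the list alone), and in shXBP1 clone 18 they were 5, 7 and 8 (8, 9 and 11 adjusted over the list alone). The last 3 counts moved to 8, 10 and 9 without the library labelled replicate 3 at 72 h. Without 0 h replicate 3 they were 3, 4 and 3.

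At 24 h many cell-cycle genes of the panel fell in both shIRE1 clones, but CDK6 (0.04 and 0.13, edgeR adjusted p = 0.580 and 0.144) and CDK4 (-0.16 and -0.06, adjusted p = 0.0589 and 0.309) were not called in either clone, CCNE1 only in clone 1 (-0.33 and -0.14, adjusted p = 1.35e-05 and 0.111) and RB1 only in clone 3 (0.0026 and -0.17, adjusted p = 0.970 and 0.0126). In clones 1 and 3 the log2 fold change of CDK1 was -1.98 and -2.14, of CCNA2 -1.66 and -1.25, of CCNB1 -1.47 and -1.23, of E2F1 -1.47 and -1.41, and of UHRF1 -2.58 and -1.53 (edgeR adjusted p from 1.15e-06 to 1.63e-15). CDKN1A, which encodes the inhibitor p21, rose by 0.65 and 1.11 at 24 h (adjusted p = 4.93e-10 and 1.92e-08) and stood 0.74 and 1.01 above 0 h at 72 h. At 72 h PRDM1 had changed by -1.08 and -1.03, MYC by -0.82 and -0.73, and IKZF1 by 0.30 and 0.84 in clones 1 and 3 (adjusted p from 2.06e-06 to 1.27e-14).

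Some panel genes that respond to XBP1s or to the RNase activity of IRE1 differed by shRNA at 72 h. DNAJB9 fell in all 4 clones, by log2 values of -1.39 and -2.42 in shIRE1 clones 1 and 3 and of -0.83 and -1.65 in shXBP1 clones 1 and 18. CD59 rose by 0.41 and 0.27 in the shIRE1 clones and changed by -1.21 and -1.28 in the shXBP1 clones (edgeR adjusted p from 0.000275 to 7.51e-09). DGAT2 rose by 1.84 and 2.40 in the shIRE1 clones (adjusted p = 8.00e-15 and 9.48e-13) and changed by -1.21 and -0.58 in shXBP1 clones 1 and 18 (adjusted p = 2.92e-05 and 0.0167). Without the library labelled shXBP1 clone 18, 72 h, replicate 3, the clone 18 values of DNAJB9, CD59 and DGAT2 were -1.58, -1.23 and -0.73. In this clone DGAT2 was no longer called without 0 h replicate 1 (-0.55), 2 (-0.57) or 3 (-0.60), or with only the 6 libraries compared (-0.58).

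The study had set out from a list of genes on which IRE1-dependent myeloma lines rely, chosen from outside screens and not from these libraries, and asked which of them need IRE1 for their mRNA. At 72 h, 11 of the 122 genes tested were lower by at least 2-fold in shIRE1 clone 1 and 15 of 121 in shIRE1 clone 3, the same counts as when adjusted over the list alone. In both shIRE1 clones 11 genes were lower by at least 2-fold, among them IRF4 and PRDM1 of the panel. In shXBP1 clone 1, 0 of 122 genes were lower by at least 2-fold, and 0 at an unadjusted p under 0.05. In shXBP1 clone 18 there were 2 of 123, GMPPB and OSTC, which were named after their values were seen, and 1 without 72 h replicate 2 or without the library labelled replicate 3. With any size of change, 67 genes of the list were lower and 30 higher in shIRE1 clone 1 at 72 h, 62 and 23 in shIRE1 clone 3, 29 and 12 in shXBP1 clone 1, and 6 and 6 in shXBP1 clone 18.

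There were 7 gene lists, fixed in advance, tested with camera in the 12 comparisons, with adjustment over the 84 tests. The XBP1s target list (49 genes) was lower in 12 of 12 comparisons. Its median log2 fold change at 72 h was -0.84 and -1.001 in shIRE1 clones 1 and 3 and -0.50 and -0.58 in shXBP1 clones 1 and 18 (-0.55 in the latter without the library labelled replicate 3). The S phase list (43 genes) was lower in 9 comparisons and higher in 1, and the G2/M list (54 genes) was lower in 9 and higher in 2. At 24 h their medians were -1.46 and -1.44 in shIRE1 clone 1 and -1.25 and -1.09 in shIRE1 clone 3. At 72 h the S phase median was -0.22 in shXBP1 clone 1 and 0.13 in shXBP1 clone 18, and the G2/M medians were -0.11 and 0.26. Without the library labelled shXBP1 clone 18, 72 h, replicate 3 the clone 18 values were 0.07 and 0.18, still called, and the S phase list was also called lower at 24 h (-0.03) and higher at 48 h (0.08). Whether the lists differed between the clones was not tested.

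The co-dependency list was lower in 8 comparisons, 6 of them in the shIRE1 clones, with medians at 72 h of -0.18 and -0.17 there. Its call in shXBP1 clone 1 at 24 h was lost without 0 h replicate 2 (-0.07), 0 h replicate 3 (-0.08) or 24 h replicate 2 (-0.07), and at 72 h without 0 h replicate 2 (-0.10), 0 h replicate 3 (-0.10), 72 h replicate 1 (-0.08) or 72 h replicate 3 (-0.08). The list of ATF4 and integrated stress response genes (34 genes) was lower in 8 comparisons and higher in 0 (1 at an unadjusted p under 0.05), with medians at 72 h of -0.27 and -1.36 in shIRE1 clones 1 and 3. The interferon list (32 genes) was higher in 6 comparisons, all in the shIRE1 clones (0.71 and 0.90 at 72 h), and lower in 1, in shXBP1 clone 18 at 72 h (-0.60, and -0.33 without the library labelled replicate 3). The list of 12 mRNAs that IRE1 is known to cleave (RIDD targets) was higher in 3 comparisons, all in shIRE1 clone 1, and lower in 3, all in shXBP1 clone 18. In shIRE1 clone 1 the RIDD median was 0.52 at 72 h, and the call was lost without 0 h replicate 1 (0.41), 0 h replicate 3 (0.38), 72 h replicate 1 (0.30) or 72 h replicate 3 (0.41). At 48 h it was 0.56, and the call was lost without 0 h replicate 1 (0.37), 0 h replicate 3 (0.34), 48 h replicate 1 (0.37), 48 h replicate 2 (0.38) or 48 h replicate 3 (0.35). With a correlation between genes estimated from the data, the calls that held were 12 for the XBP1s targets, 6 each for S phase and G2/M (all in the shIRE1 clones), 5 for the co-dependency list and for interferon higher, and 3 for ATF4 lower and for RIDD lower. With fry, 9 of the 9 S phase and G2/M calls lower and 12 of the 12 XBP1s calls were made again.

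**Figure D4:**
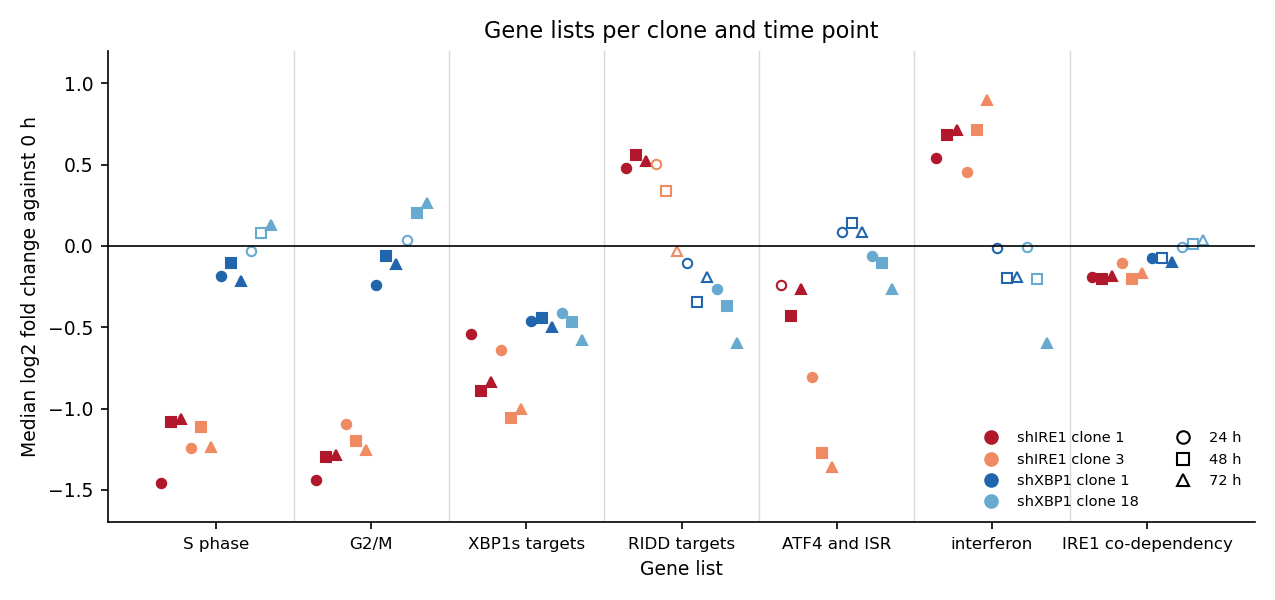
Median log2 fold change against 0 h (vertical axis) of 7 gene lists (horizontal axis) in each clone (colour) at 24, 48 and 72 h (shape); filled points had a camera adjusted p under 0.05. The S phase and G2/M medians in the shIRE1 clones lay between -1.46 and -1.06, and those in the shXBP1 clones between -0.24 and 0.26.

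The genes with the largest changes at 72 h were picked by a rule fixed in advance. After shIRE1 induction, the largest mean rises over clones 1 and 3 were those of AC008014.1 (a long non-coding RNA, chromosome 12, 46383433 to 46876784), with log2 fold changes of 5.57 and 4.54, of ASAP2 (chromosome 2, 9206765 to 9405683; 3.18 and 5.18), of DTX3L (chromosome 3, 122564338 to 122575203; 2.05 and 6.18), of LINC00954 (a long non-coding RNA, chromosome 2, 19868860 to 19885047; 4.15 and 3.798) and of CCDC141 (chromosome 2, 178829757 to 179050137; 3.27 and 4.37). The edgeR adjusted p-values ran from 7.43e-09 to 3.61e-17. AC008014.1, ASAP2, DTX3L and CCDC141 overlap other annotated genes, and the way strand was used in counting is not stated, so the share of reads from the overlapping genes is uncertain.

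The largest mean falls over shIRE1 clones 1 and 3 at 72 h were those of CCL3 (chromosome 17, 36088256 to 36090169; -3.43 and -6.79), LTF (chromosome 3, 46435645 to 46485234; -1.38 and -6.19), MAGT1 (chromosome X, 77825747 to 77899271; -3.58 and -3.32), IL6R (chromosome 1, 154405193 to 154469450; -2.21 and -4.05) and AC243829.4 (-4.12 and -7.47). The edgeR adjusted p-values ran from 0.000220 to 1.14e-17. AC243829.4 is a long non-coding RNA on the other strand of the CCL3 locus (36072866 to 36090134), and CCL3 has near-identical gene copies, so both values are uncertain. AC243829.4 was down to 0.105 ± 0.0430 CPM in shIRE1 clone 3 at 72 h (SD, n = 3). Without 72 h replicate 2, LTF in shIRE1 clone 1 changed by -2.02.

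After shXBP1 induction, the largest mean rises at 72 h over clones 1 and 18 were those of PFKFB4 (chromosome 3, 48517684 to 48562015), with log2 fold changes of 2.05 and 2.84, and PPFIA4 (chromosome 1, 203026491 to 203078740; 1.83 and 2.35), which were 2.97 and 2.40 in clone 18 without the library labelled replicate 3. The rule also picked TSPAN6 (chromosome X, 100627108 to 100639991; 0.79 and 2.98), SORL1 (chromosome 11, 121452314 to 121633763; 0.70 and 2.40) and ZNF462 (chromosome 9, 106863166 to 107013634; 0.47 and 2.56). In shXBP1 clone 18 these values were lower without that library. TSPAN6 then changed by 1.38 (edgeR adjusted p = 0.0137) and SORL1 by 0.80 (adjusted p = 0.0208), both still called, and ZNF462 by 0.61 (adjusted p = 0.0790), no longer called. All 3 lost their calls in clone 18 without 0 h replicate 1 (2.90, 2.42 and 2.49), 0 h replicate 2 (2.87, 2.51 and 2.54) or 0 h replicate 3 (3.20, 2.31 and 2.68). They also lost them there with only the 6 libraries compared (2.96, 2.40 and 2.55). With the deposited log2 table SORL1 (1.70) and ZNF462 (1.66) lost theirs in clone 18. In shXBP1 clone 1, ZNF462 lost its call without 72 h replicate 2 (0.37) and with all 48 libraries in the fit (0.49).

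The largest mean falls at 72 h over shXBP1 clones 1 and 18, beside XBP1 itself, were those of HID1 (chromosome 17, 74950742 to 74973166; -2.26 and -3.24), CHPF (chromosome 2, 219538954 to 219543809; -2.09 and -1.79), IGHA2 (chromosome 14, 105583731 to 105588395; -2.24 and -1.34) and SLC38A10 (chromosome 17, 81244811 to 81295547; -1.95 and -1.62). The edgeR adjusted p-values ran from 0.00329 to 4.20e-07. Without the library labelled shXBP1 clone 18, 72 h, replicate 3 the clone 18 values were -3.01, -1.74, -1.47 and -1.60. IGHA2 shares most of its sequence with IGHA1, so its value is uncertain, and its 0 h value in shXBP1 clone 1 was 548 ± 294 CPM (SD, n = 3).

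At 24 h, the largest differences between the shIRE1 and shXBP1 responses were taken by the same kind of rule. The differences in log2 change were 5.20 for AC008014.1, 3.15 for OSR2 (chromosome 8, 98944403 to 98952104), 2.89 for DGAT2 (chromosome 11, 75759512 to 75801535), 2.36 for TRIO (chromosome 5, 14143342 to 14532128) and 2.34 for SLC27A1 (chromosome 19, 17468769 to 17506168). In the other direction they were -2.87 for MAGT1, -2.39 for DSCC1 (chromosome 8, 119833976 to 119855894), -2.35 for AUNIP (chromosome 1, 25831913 to 25859458), -2.27 for EMC7 (chromosome 15, 34084017 to 34101862) and -2.23 for DCK (chromosome 4, 70992538 to 71030914). The edgeR adjusted p-values ran from 4.81e-15 to 6.08e-29. All of these but OSR2 overlap other annotated genes, DCK with MOB1B on the same strand and AUNIP with MTFR1L on the other, so the share of reads from those genes is uncertain.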

Values the study reported

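The study listed 131 genes as co-dependencies specific to IRE1, each of which was essential in 4 of 4 cell lines at a corrected score of -0.25 or below.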

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

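Of the tests described here, those of the marker genes, of a mixed sample, of the word AACTACT, of that word in IRF4 and of a deeper XBP1 loss were chosen only after the result was seen.

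The results here are differences between clones that carry the same shRNAs. The response to Dox differed between the shIRE1 clones in 5195 genes at 24 h, 5689 at 48 h and 5077 at 72 h, and between the shXBP1 clones in 3163, 4446 and 4534. For the choice of libraries as such, treated and untreated labels were regrouped within each clone in 25 drawn splits out of 100 possible ones. In a fit of those libraries, the real split gave 5335, 6854 and 5508 genes for shIRE1 and 1901, 3979 and 2683 for shXBP1. Only 1 split of 25, the real one, gave as many at each time in both. The other splits mix treated and untreated libraries within a group, which widens the spread, so no conclusion on a difference between clones was drawn from this count.

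Depth and composition were tested at 72 h. With every library thinned to the smallest total the counts were 4554 for shIRE1 and 3913 for shXBP1, which speaks against a difference in library depth. With the 20 most abundant genes removed they were 5058 and 4568, which speaks against a few genes taking most of the counts. Without the library labelled shXBP1 clone 18, 72 h, replicate 3 the shXBP1 count was 3719, so a mislabelled sample does not account for it.

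At 72 h, the second clone minus the first differed for shIRE1 by -1.24 in the log2 change of ERN1 (edgeR adjusted p = 4.89e-18), by -0.47 in that of XBP1 (adjusted p = 0.000171) and by -0.98 in that of IRF4 (adjusted p = 7.14e-15). In shXBP1 the difference was -1.03 for ERN1 (adjusted p = 3.89e-15; -0.93 without the library labelled shXBP1 clone 18, 72 h, replicate 3) and -0.18 for IRF4 (adjusted p = 0.0369). The last was lost in every fit that left out 1 library, among them the one without that library (-0.18, adjusted p = 0.0553).

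ERN1 was lower at 0 h in shIRE1 clone 1 than in shIRE1 clone 3, and the clones ended at similar levels. ERN1 at 0 h also differed by -1.14 between shXBP1 clones 1 and 18, whose shRNAs were directed against XBP1. Such a difference can therefore arise without an shRNA against ERN1. One hypothesis is that shRNA was expressed in shIRE1 clone 1 before Dox. If so, genes with the word AACTACT, described among the other observations, could be lower at 0 h in shIRE1 clone 1. The statistic of the word was -0.82, between 0 and the lowest of the gene permutations (-2.5), so shRNA expression before Dox cannot be told apart from its absence by a statistic in that range.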

How the results depend on the processing

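The counts of genes changed in the shIRE1 clones stayed within 1.5 times under every alternative. Leaving out 1 library gave 9585 to 10030, 10414 to 10915 and 10137 to 10537 in shIRE1 clone 1 at 24, 48 and 72 h, and 6445 to 8495, 9978 to 10341 and 9437 to 10439 in shIRE1 clone 3. Shared counts of both shIRE1 clones were 4426 to 5121, 6877 to 7269 and 6622 to 7022. The difference between shIRE1 and shXBP1 gave 6465 to 7744, 10068 to 10802 and 9778 to 10317, and 4754 at 24 h with shIRE1 clone 1 against shXBP1 clone 1 only, for which fewer libraries were used. The XBP1s target list was lower in 12 of 12 comparisons under every alternative in which the lists were tested. These were RLE factors, the replicate block, an estimated correlation, fry and leaving out 1 library.

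In shXBP1 clone 1, leaving out 1 library gave 3056 to 5205, 3347 to 5130 and 3715 to 5190 genes at 24, 48 and 72 h. With only the 6 libraries compared, 2086 genes changed at 24 h, 9 of them in the panel.

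Results of shXBP1 clone 18 depended most on the processing. Leaving out 1 library gave 106 to 821, 296 to 2223 and 519 to 2985 genes at 24, 48 and 72 h, and 3 to 8, 4 to 10 and 3 to 12 panel genes. With all 48 libraries in the fit the counts were 838, 2013 and 3345 (8 panel genes at 24 h), and with only the 6 libraries compared 874, 2983 and 444 (8, 11 and 3 panel genes). Without a filter they were 562 at 24 h and 2712 at 72 h, and with DESeq2 549 at 24 h. The 6-library fits at 24 and 48 h hold no 72 h library. For the other fits the cause was not tested. The count of co-dependency genes lower by at least 2-fold at 72 h went from 2 to 1 without 72 h replicate 2 or the library labelled 72 h replicate 3.

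Genes shared by both shXBP1 clones followed. Leaving out 1 library gave 68 to 279, 146 to 585 and 263 to 866. With all 48 libraries they were 299, 594 and 1026, with the 6 libraries 618 at 48 h and 238 at 72 h, and with DESeq2 218 at 24 h. For all 4 clones, leaving out 1 library gave 50 to 159, 93 to 263 and 151 to 365, all 48 libraries gave 160 at 24 h and 262 at 48 h, and the 6 libraries gave 284 at 48 h and 142 at 72 h. The cause was not tested beyond the library labelled shXBP1 clone 18, 72 h, replicate 3.

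Among the targets, the rise of XBP1 in shIRE1 clone 1 at 24 h lost its call with RLE factors (0.079), all 48 libraries (0.11), the 6 libraries (0.091), DESeq2 (0.079) and the deposited table (0.085), and ran from 0.087 to 0.12 when 1 library was left out. XBP1 in shIRE1 clone 3 at 24 h ran from -0.20 to -0.058. IRF4 in shXBP1 clone 1 lost its calls with the 6 libraries (0.15 at 24 h, 0.16 at 48 h) and ran from 0.13 to 0.16 and from 0.12 to 0.18. ERN1 in shXBP1 clone 18 ran from -0.31 to -0.27 at 48 h and from -0.34 to -0.22 at 72 h, and lost its 72 h call with the 6 libraries (-0.29). IRF4 in shXBP1 clone 18, never called, changed sign without a filter (0.013 at 24 h) and on leaving out 1 library (-0.016 to 0.022 at 24 h, -0.018 to 0.028 at 72 h). The cause was not tested.

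With an estimated correlation, the lists called higher fell to 0 comparisons for S phase, G2/M and RIDD targets, interferon lower fell to 0, ATF4 lower to 3 and co-dependency lower to 5. With fry, S phase higher fell to 0, RIDD lower and higher rose to 6 each and ATF4 higher to 2. Without a call either way, fry gave the other direction from camera for interferon in shXBP1 clone 1 at 48 h (median -0.20) and co-dependency in shXBP1 clone 18 at 24 h (-0.0059). Leaving out 1 library did so as well for these, with medians of -0.27 to -0.14 and -0.012 to 0.016, and for G2/M in shXBP1 clone 18 at 24 h (0.014 to 0.046, with 0.019 without 24 h replicate 1). It also gave 1 to 2 comparisons for S phase higher, 1 to 3 for RIDD higher, 0 to 1 for ATF4 higher and 1 to 2 for interferon lower. The cause was not tested.

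Replicate numbers did not pair libraries: 4 of 36 pairs with the same number had a correlation over 0.1 and 0 of 12 contrasts had it in every pair (-0.410 to 0.2497). With the replicate block, calls were lost for IRF4 in shXBP1 clone 1 at 24 h (0.14), for SORL1 (2.11) and ZNF462 (2.18) in shXBP1 clone 18 at 72 h, and for the RIDD list in shIRE1 clone 1 at 48 h (0.56), and the genes higher in shXBP1 clone 18 at 72 h went from 744 to 482. It changed no other call among the results set out here. The cause was not tested.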

Other observations

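Of the tests described here, those of the marker genes, of a mixed sample, of the word AACTACT, of that word in IRF4 and of a deeper XBP1 loss were chosen only after the result was seen.

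A mislabelled sample was the candidate explanation for the library labelled shXBP1 clone 18, 72 h, replicate 3. Its median marker position of 0.965 was in line with RNA of shXBP1 clone 1. A mixture was tested with 14 genes seen in clone 18 only, which had 12 counts together, against 816 in proportion to the other 72 h libraries of the clone and a mean of 12 in clone 1 at 72 h. That speaks against a mixed sample. Its lowest mean chi-square per gene against a clone 1 library at 72 h was 5.22, within the range of replicates (1.62 to 55.8), which speaks against a copy of one library. Without it, 821 genes changed in shXBP1 clone 18 at 24 h and 1300 at 72 h, still fewer than in shXBP1 clone 1, so it does not account for the smaller response of clone 18.

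Every count of genes changed in a clone was larger than in the other ways to split its 6 libraries into 3 and 3. The real split was the only 1 of 10 to give as many, in each of the 12 comparisons. The other splits gave 0 genes at an adjusted p under 0.05 in each comparison. At an unadjusted p under 0.05 they gave from 150 to 3450 genes, and the real splits from 2313 to 11698, with the real split highest in each comparison. Other splits put treated and untreated libraries in the same group, which widens the spread within groups. With 10 splits the share of splits is never under 0.1, so the share itself sets no smaller limit. For the difference between shIRE1 and shXBP1, the real pairing of clones was the only 1 of 3 to give as many genes at each time, and the other pairings gave 660 to 6555, 1502 to 7238 and 1112 to 6941. With 3 pairings, shRNA and clone cannot be told apart by this test.

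Genes changed the same way in all 4 clones might answer to Dox or to shRNA expression. They need not, because the XBP1s target list was also lower in 12 of 12 comparisons. How many of the shared genes go with that fall was not tested. At 72 h camera called the ATF4 list higher in 0 of 4 clones (0 at unadjusted p <0.05) and lower in 3, against an ATF4 response to Dox shared by all 4. In shXBP1 clone 1 it was not called (median 0.083), and there fry called it higher at 24 h (0.083) and 48 h (0.138). The interferon list rose in 2 of 4 at 72 h, against a shared interferon response to shRNA expression. In shXBP1 clone 1 it was not called at 72 h (median -0.19), and there fry called it higher at 24 h (median -0.010, adjusted p = 0.00338).

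Off-target silencing through seed matches was weighed for genes lower at 24 h in both shIRE1 clones. Of the 10 words of 7 bases with the largest falls, 5 occur in ERN1 mRNA against 3.32 for words of like composition (permutation p = 0.211 from 100000 resamples of words). Without the shRNA sequences, seed-matched silencing cannot be told apart from other causes by this p-value. The first word, AACTACT, occurs in 1151 of 10531 genes, and its statistic was -7.30 in shIRE1 clone 1 and -10.2 in shIRE1 clone 3, below the lowest of any word in 200 permutations of genes (-5.26 and -5.11), and 0.83 and 2.08 in the shXBP1 clones. Genes are not independent replicates. These values are consistent with the word acting as an shRNA seed match. Median log2 fold changes with and without the word were -0.116 and 0.00844 in clone 1 and -0.212 and 0.00863 in clone 3, and 6.86% against 3.98% and 7.04% against 3.28% of these genes were lower by at least 2-fold. The S phase, G2/M and panel genes were then left out, with all genes called lower at 24 h in shXBP1 clone 1, which left 8855 genes. Among these the statistic was -7.93 in shIRE1 clone 1 and -10.3 in shIRE1 clone 3. These values speak against the word only marking the genes left out. The word lies in 7 of the 20 genes with the lowest values, MAGT1, DCK, DSCC1, EMC7 and CDK1 among them (DCK overlaps MOB1B on the same strand, so its value is uncertain). Of the panel, CDK1, PRDM1, E2F3 and CCNE2 hold 1 site each in the 3′ untranslated region, and the other panel genes hold 0. For those with a site, a match of the word may have a part in the fall. The 3′ untranslated region of IRF4 holds 0 sites of AACTACT, which speaks against a match of this word there as the reason for the fall of IRF4. Other words were not tested in IRF4.

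At 72 h the S phase and G2/M lists were lower in shXBP1 clone 1 and higher in shXBP1 clone 18. A mislabelled sample was tested by leaving the library out, and the G2/M median was still 0.18. For a deeper loss of XBP1 in clone 1, the difference in the log2 change of XBP1, clone 18 minus clone 1, was 0.27 at 72 h without the library (edgeR adjusted p = 0.0149) and 0.12 with all libraries (adjusted p = 0.372). With all libraries it was 0.44 at 24 h (adjusted p = 0.000937) and 0.28 at 48 h (adjusted p = 0.0292), and the 48 h call was lost without 48 h replicate 1 of clone 1 (0.26) or 0 h replicate 3 of clone 18 (0.28). XBP1 mRNA was about as low in clone 1 at 24 h (45.3 CPM) as in clone 18 at 48 h (44.5 CPM). There the G2/M median was -0.24 in clone 1 (fry adjusted p = 0.000691) and 0.20 in clone 18 (adjusted p = 0.00584), which speaks against the depth of the loss as the reason for the G2/M difference, although the times differ and neither call held in camera with an estimated correlation (adjusted p = 0.132 and 0.119). For the S phase list, camera called clone 1 lower at 24 h (median -0.19, adjusted p = 8.84e-08). Without the library it called clone 18 higher at 48 h (0.077, adjusted p = 0.0282). It did so at 72 h as well (0.070, adjusted p = 0.0349), where XBP1 stood at 40.9 CPM. These values go against the deeper loss. With all libraries, however, the list was not called in clone 18 at 48 h (median 0.077, fry adjusted p = 0.450). With an estimated correlation neither clone was called (camera adjusted p = 0.197 and 0.641). The deeper loss therefore cannot be told apart from other causes for this list.

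Antibody genes were looked at after their values were seen. At 72 h in shIRE1 clones 1 and 3 and shXBP1 clones 1 and 18, IGKC changed by log2 values of -1.16, -2.42, 0.19 and -0.34, JCHAIN by -1.09, -2.03, 0.18 and -0.52, and IGHA1, which shares sequence with IGHA2, by -0.67, -1.15, -1.84 and -1.35. Without the library labelled shXBP1 clone 18, 72 h, replicate 3, the clone 18 values of IGKC, JCHAIN and IGHA1 were -0.32, -0.37 and -1.37.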
